A study of Mus musculus with 37 samples.

How the data were processed

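The samples were 37 single cells that the labels call adipose tissue macrophages, sorted from the epididymal white adipose tissue of male C57BL/6J mice on a high-fat diet. The diet gave 60% of its energy as fat, 20% as carbohydrate and 20% as protein. The tissue was digested with collagenase for 30 min. Cells were captured on a Fluidigm C1 instrument, which isolates single cells in microfluidic chambers, and polyadenylated RNA was turned into Nextera XT libraries. All 37 cells carried the same labels, so they formed 1 group. The labels name no animal for a cell, so the group counted as 1 sample. No p-value or standard error was made from cells, and every comparison describes these 37 cells. The gate of the sort is not given in the sources used here. Cells are named by their number in the labels, from 0 to 36.

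The deposited values are FPKM, fragments scaled to transcript length and to the number mapped, in 1 table of 23947 genes by 37 cells. Per the submitters' processing notes, reads were aligned with STAR to the mouse build mm9 and FPKM were made with Cuffnorm; versions, annotation and settings are not given in the sources used here. The reference at hand was of another build, so no coordinates are printed. Gene symbols are those of the deposited table, in which Emr1 is the older symbol of Adgre1 and Sepp1 that of Selenop. The values are not whole multiples of 1 read, so no count test was used. An exact 0 in such a table can be a failed estimate, and genes that most cells use were also at 0. Gapdh was listed at 0 in 2 cells, Rpl3 in 3 and Hprt in 6. A gene at 0 is therefore described as listed at 0. Genes with near-identical copies, such as Ly6c1 and Ly6c2, Hspa1a and Hspa1b, or Ear2 and Ear12, can share reads, and their values are uncertain. The same holds for genes lying within others, such as Mir703.

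The number of fragments per cell is not in the table. A stand-in for relative depth, the value of 1 fragment, was estimated from the low values. For each of 666 pairs of cells the most frequent ratio of values between 0.005 and 1 FPKM was taken as the ratio of what 1 fragment was worth, and 649 pairs entered the final least-squares solution. Cells in which 1 fragment was worth more than 4 times the median are called shallow, a name for this value and not for a fragment count. The cells, without cells 7 and 27, were also searched for library batches. Genes at low values, between 0.001 and 1 FPKM, were compared between cells at 27 positions along the cell numbers, and the position with the largest difference within against between parts was kept. The same search was run on shuffled cell order, and pairs of cells at most 5 numbers apart were compared with pairs farther apart. Library parts found in this way are not in the labels and are putative.

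A gene was detected in a cell at 1 FPKM or more and measured when detected in at least 5 cells. Shares of cells carry exact Clopper-Pearson 95% intervals, which cover the sampling of cells only, not differences between animals. A count of 0 allows a share of up to 3 counts of the total. Values were transformed to log2(FPKM + 1). The 27 gene lists held 317 genes, of which 316 were matched. The lists covered macrophages, the 3 macrophage populations described for this tissue (CD9 lipid-associated, Ly6C monocyte-like and CD206 resident), 11 other cell types and 12 functions or controls. A cell was taken to hold another cell type's genes when at least 3 genes of its list were detected.

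Co-expression of a list was the mean pairwise Spearman rho of its measured genes over cells, set among 10000 random lists of the same size matched on mean expression in 20 bins. A list stood apart at the 97.5th percentile or above, and lists with fewer than 4 measured genes were not scored. The relation between lists was the Spearman rho and Pearson r of list scores, each the mean z value of the list's genes. It was set against the middle 95% of 10000 matched random pairs (2000 in the alternatives) and against 10000 shuffles of the cells. Values were also computed within each library part and without the 2 cells farthest from the median of the first list's score. The pair fixed as the main one, CD9 with Ly6C monocyte-like, could not be scored because only 2 genes of the Ly6C list were measured. Genes varying with Cd9 were those at an absolute rho of 0.5 or more, set against 100 shuffles of Cd9 over cells. Ly6c2 was detected in 1 cell, so no such count was made for it. Mrc1 was detected in 34 cells, above the highest number of 32 set for it, and its count is not reported. Counts were also made for Ccr2 and Retnla, so 4 genes were run in 18 settings. Cells were clustered on the 1000 genes with the largest variance above a loess trend, on 5 principal components, by Ward's method, with the number of clusters from 2 to 6 chosen by silhouette. A cluster was named from at least 3 markers of a list. No doublet caller was run, since it needs counts.

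The lists, thresholds, tests and main alternatives were fixed before the data were examined. The library parts, the shallow cells, a background level of 3% of a gene's mean and the settings built on them were chosen after seeing the data, as were the counts for Ccr2 and Retnla. The genes named were at most 6 per list by mean FPKM or place in its account, 14 fixed markers, the 10 highest and 5 lowest by rho with Cd9, the 10 leading genes of each cluster, the 15 most variable genes and the 10 with the highest median. Other genes are named where a count was 5 or fewer or where a cell was singled out, and these were chosen after their values were seen. Results for some list genes are not reported here. The alternatives were other detection thresholds (0.1 and 5 FPKM), pseudocounts (0.1 and 10) and gene filters, each cell scaled to a common FPKM sum, removal of the trend on genes detected, other matching of random lists, subsets of cells, and other clustering settings.

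Each procedure was tested on simulated data for 4694 genes. Of 200 lists with no relation, 7 reached the 97.5th percentile, and 3 of 200 unrelated pairs fell outside the middle 95%. With a planted factor correlation of 0.3, 50 of 50 lists and 47 of 50 opposite pairs were found. Of 100 genes planted to follow a gene, 99 were found, with 10 others. A planted group of 8 cells gave 2 clusters with an adjusted Rand index of 0.757. The work used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, scikit-learn 1.9.0, statsmodels 0.14.6 and matplotlib 3.10.9.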

Results

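Single-cell transcriptomes were collected from 37 cells, labelled as macrophages, sorted from the epididymal fat of mice on a high-fat diet. The series title asks about distinct macrophage populations in adipose tissue under physiological change. The present cells come from 1 diet and 1 labelled cell type, so the comparisons made here are between cells and between gene lists within this group. No animal is named for any cell, and there are no replicates.

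The most abundant transcripts included those of lipid transport, iron storage, antigen presentation and the cytoskeleton. Apoe, a lipid-carrying apolipoprotein, had the highest median at 11309 FPKM. Ftl1 and Fth1, the light and heavy chains of the iron store ferritin, stood at medians of 7708 and 4157 FPKM. Cd74 and H2-Ab1, which load and present peptides on MHC class II, reached 5670 and 3350 FPKM, and Lyz2, the lysozyme of myeloid cells, 3615 FPKM. Gpx1, an antioxidant enzyme, had a median of 5049 FPKM, while Actb and Tmsb4x, of the actin cytoskeleton, had medians of 10431 and 4607 FPKM. The ribosomal RNA precursor Rn45s, at 3914 FPKM, completed the 10 genes with the highest medians.

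Of 23947 genes in the table, 12368 were listed at 0 in every cell and 4694 were measured. The number of genes at 1 FPKM or more per cell ranged from 1224 to 3204, with a median of 1824. The FPKM sum ranged from 225528 to 1841670, with a median of 326230, and the 50 most abundant genes took 35.1% to 67.2% of it. The value of 1 fragment spanned 102-fold between cells, and 7 cells (2, 7, 11, 15, 17, 24 and 26) were shallow. This value rose with the FPKM sum (rho 0.67), so it is not a measure of depth alone. It also rose with the number of genes at 1 FPKM or more (rho 0.40), so detection varied with it. With the number of genes above 0 its rho was -0.28. Shallow cell 7 had 4555 genes above 0, near the highest of 4625. By the low-value genes they shared, the cells were divided into 2 putative library parts, cells 0 to 19 and cells 20 to 36. The mean correlation of these genes was 0.212 within parts and 0.175 between them, a difference of 0.0363. The same search on shuffled cell order gave a median of 0.00942 and a highest of 0.0375 over 1000 shuffles, so the division was not beyond every shuffle. Pairs of cells up to 5 numbers apart correlated at 0.212 in the same part and 0.180 across parts, and pairs farther apart at 0.211 and 0.175, so similarity changed little with distance within a part. Spearman rho between whole cells ranged from 0.396 to 0.656.

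The 15 genes that varied most above the trend on the mean were of mixed kinds, and no theme among them was tested. Cxcl1, a neutrophil-attracting chemokine, was detected in 21 cells and reached 2077 FPKM. Pf4, a chemokine first known from platelets, had a median of 178 FPKM and a maximum of 25433 FPKM. Mt2, a metallothionein, and S100a6, a calcium-binding protein, were detected in 25 and 32 cells. Apoe was also among the 15, with quartiles at 2477 and 20090 FPKM. The others, many listed at 0 in part of the cells, were the respiratory chain genes Cox17 and Cox6b1, Nedd8, Bola2, Myeov2, Krtcap2, Snhg9, 2010107E04Rik, BC028528 and Mir703, the last listed at 0 in 18 cells.

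Macrophage transcripts were detected in all cells, and 13 of the 15 macrophage genes were detected in at least 19 cells. Lyz2, C1qb of the complement C1q complex, the co-receptor Cd14 and the signalling adaptors Tyrobp and Fcer1g were detected in all 37 cells. Median values were 3276 FPKM for C1qb, 1637 FPKM for Tyrobp and 941 FPKM for Fcer1g. Cd68, a lysosomal membrane glycoprotein of macrophages, was detected in 35 cells (94.6%, 95% interval 81.8% to 99.3%) at a median of 508 FPKM. Emr1, which encodes the F4/80 antigen, was detected in 33 cells (89.2%, 74.6% to 97.0%) at a median of 68.5 FPKM. The Fc receptor gene Fcgr1 was detected in 12 cells and the efferocytosis receptor gene Mertk in 5. Detection of a gene does not by itself show synthesis in that cell, since very abundant transcripts were also seen at low values in the 2 cells with fibroblast genes described further on.

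Genes of the CD9 lipid-associated list were widespread, with all 18 members detected in some cell and 9 detected in at least 19 cells. Cd9, a tetraspanin of the cell surface, was detected in 28 of 37 cells (75.7%, 58.8% to 88.2%). Its median was 17.8 FPKM, but 4.24 FPKM in the 35 cells without fibroblast genes, and its highest value was 1241 FPKM. Lpl, the lipase that releases fatty acids from lipoproteins, was detected in 29 cells (78.4%, 61.8% to 90.2%), and Trem2, a lipid-sensing receptor, in 22 (59.5%, 42.1% to 75.2%). Plin2, a coat protein of lipid droplets, was found in 36 cells, the scavenger receptor gene Cd36, Cd63 and Lgals3 in 35 each, and the fatty acid carrier gene Fabp4 in 33, of which only 20 were above the background level of 3% of its mean. Gpnmb was detected in 14 cells. Itgax, which encodes CD11c, was detected in 4 cells (10.8%, 3.03% to 25.4%) and nowhere above 18.2 FPKM. At 5 FPKM the share of cells with Cd9 fell to 51.4%, and at 0.1 FPKM it was 89.2%.

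Genes of the Ly6C monocyte-like list were scarce. Ly6c2, the form typical of inflammatory monocytes, was at 1 FPKM or more in 1 cell (2.70%, 0.0684% to 14.2%), at 2.22 FPKM. Ly6c1 was detected in 3 cells (8.11%, 1.70% to 21.9%). The highest values, 1896 and 615 FPKM, belonged to the cells with fibroblast genes, and the remaining cell had 2.60 FPKM. Plac8, another gene of circulating monocytes, was listed at 0 in all 37 cells. Ccr2, the receptor that draws monocytes into tissue, was detected in 13 cells (35.1%, 20.2% to 52.5%) and Fcgr4, an Fc receptor, in 12. Cx3cr1 was found in 4 cells and Ifitm6 in 3, while Vcan was found only in cells 7 and 27, those with fibroblast genes. In total, 2 of the 14 genes were measured.

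In the CD206 resident list, Mrc1, which encodes the mannose receptor CD206, was detected in 34 cells (91.9%, 78.1% to 98.3%) at a median of 76.0 FPKM. Sepp1, a selenium carrier, was detected in 37 cells and Pf4 in 36, with Pf4 above the background level in 22. Clec10a, a lectin receptor, was detected in 25 cells and the chemokine gene Ccl8 in 10. Lyve1, a hyaluronan receptor of perivascular macrophages, was detected in 3 cells (8.11%, 1.70% to 21.9%), and Timd4 did not reach 1 FPKM in any. Retnla, a secreted product of alternatively activated macrophages, was at 1 FPKM or more in all 37 cells, but its median was 8.01 FPKM beside a maximum of 25703 FPKM. Only 9 of the 35 cells without fibroblast genes had Retnla above 3% of their mean, a threshold set after its values were seen.

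**Figure D1:**
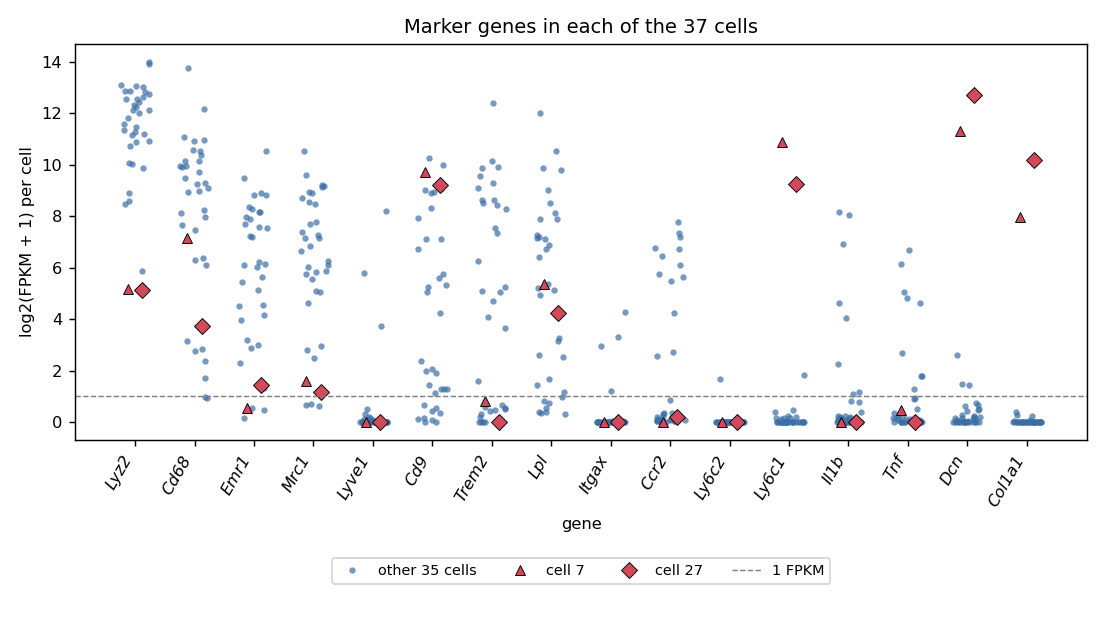
Values of 16 marker genes in each of the 37 cells, as log2(FPKM + 1) on the vertical axis. Circles are the 35 cells without fibroblast genes, the triangle and the diamond are cells 7 and 27, and the dashed line marks 1 FPKM. Cells 7 and 27 hold the highest Dcn, Col1a1 and Ly6c1 values.

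Antigen presentation genes were widely detected. Cd74, H2-Ab1, H2-Aa and H2-Eb1 reached 1 FPKM in all 37 cells, but H2-Aa and H2-Eb1 were above the background level in only 30 cells and Cd74 and H2-Ab1 in 32. Cells 7 and 27 held the 4 genes at 0.493% to 0.980% of the mean of the others, and their list scores of -1.59 and -1.39 were matched by those of cells 28, 32 and 35 (-1.58, -1.55 and -1.47). The medians of H2-Aa and H2-Eb1 were 3203 and 988 FPKM. H2-DMb1, a peptide exchange factor, was detected in 29 cells, and Ciita, the transcriptional master regulator of this pathway, in 5.

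Inflammatory transcripts were uneven. Nfkbia, an inhibitor induced by NF-kB, was detected in all 37 cells and the chemokine Cxcl2 in 32, at a median of 194 FPKM. The monocyte chemokine Ccl2 was detected in 25 cells at a median of 1.39 FPKM, and in 11 above the background level. Il1b, which encodes interleukin 1 beta, was detected in 8 cells (21.6%, 9.83% to 38.2%) and Tnf in 9 (24.3%, 11.8% to 41.2%). Nos2 and Il12b, markers of classical activation, were listed at 0 in every cell, and Ptgs2 reached 1 FPKM in none. Of the 10 alternative activation genes, the lectin Mgl2 was detected in 25 cells (16 above the background level), the interleukin 4 receptor gene Il4ra in 10, Il10 in 9 and Irf4 in 8. Ccl17, Ccl22 and Socs2 were not detected in any cell.

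Immediate early genes, which are induced within minutes of stimulation, were detected widely. Fos, Junb, Dusp1 and Zfp36 were found in 36 cells each, with medians of 200, 98.7, 398 and 125 FPKM, while Atf3 was found in 28 and Jun in 25. Tissue was digested for 30 min before sorting, and cells that had not been through digestion were not analysed here. Lysosomal genes were also common. The proteases Ctsb and Ctss and the membrane protein Laptm5 were detected in all 37 cells and Ctsd in 30, and 23 of the 24 genes were measured. In the lipid handling list, Apoe was detected in 37 cells, the cholesterol exporter Abcg1 in 24, Soat1, which esterifies cholesterol, in 20, and Dgat2, an enzyme of triglyceride synthesis, was listed at 0 in all.

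Cd44, a hyaluronan receptor, was detected in 35 cells, Timp2, a protease inhibitor, in 34 and the growth factor Igf1 in 26, from the list of vessel and tissue organisation. The angiogenic factor Vegfa was found in 2. Interferon response genes were rarely detected, with Cxcl10 in 3 cells and Isg15 in 1. Among cell cycle genes the replication clamp Pcna was detected in 13 cells, Tyms in 5 and the proliferation marker Mki67 in 1. Respiratory chain genes were led by Cox4i1, detected in 37 cells at a median of 503 FPKM, with Cox6c in 34 and Uqcrh in 32. Of the glycolytic enzymes, Aldoa was detected in 35 cells, Ldha in 33, Gapdh in 30 and Pkm in 24. The labels name male mice. The female-specific transcript Xist was not detected in any cell, and the Y-linked genes Ddx3y and Eif2s3y were detected in 17 and 11 cells.

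A pair of cells held genes of fibroblasts and adipocyte progenitors. Cells 7 and 27, 1 from each library part by their number only, had 6 and 8 of the 8 list genes (2 of 37 cells, 5.41%, 0.661% to 18.2%). Dcn, a collagen-binding proteoglycan, reached 2582 FPKM in cell 7 and 6654 FPKM in cell 27, against at most 5.03 FPKM in the other 35. The fibrillar collagen gene Col1a1 was at 248 and 1180 FPKM, against at most 0.302 FPKM elsewhere, and Col3a1 was at 1487 and 931 FPKM. Other genes were not confined to these cells. Dpt, of the same list, was at 30.3 and 468 FPKM and reached 604 FPKM in another cell, and the matrix and actin-binding genes Sparc and Gsn reached 1431 and 2161 FPKM elsewhere. The same cells held Ly6a at 2140 and 269 FPKM, a surface antigen of progenitor cells, Cd9 at 847 and 593 FPKM, and Ccl2 at 10159 and 655 FPKM. Ptprc, the leukocyte antigen CD45, stood at 0.150 and 0.368 FPKM, and C1qb at 39.5 and 30.2 FPKM. Such values were not particular to these cells, since Ptprc was as low as 0.0963 FPKM in cell 32 and the lowest C1qb value of all cells was 4.62 FPKM.

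No cell held 3 genes of the dendritic cell, T cell, B cell, NK cell and ILC, neutrophil, eosinophil and mast cell, adipocyte, endothelial, mesothelial or erythroid lists, which for each allows a share of up to 8.11% of cells with such detection. Single members did appear, among them Batf3, a transcription factor of dendritic cells, in 16 cells and Il7r in 6. With detection at 0.1 FPKM, 7 cells held 3 genes of another list, 6 of them fibroblast genes and 1 dendritic cell genes.

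Cd9 was found in many of the same cells as Trem2 and Lpl, the 2 other genes of its list compared. Cd9 and Trem2 were detected together in 21 cells, against 16.6 from the product of their shares, and their values were correlated at rho 0.39 and r 0.36. Within the library parts rho was 0.46 and 0.27, and r was 0.29 without the 2 cells farthest from the median of Cd9. Cd9 and Lpl were detected together in 25 cells against 21.9, with rho 0.53 and r 0.49, part values of 0.42 and 0.62, and r 0.42 without those cells. At 0.1 FPKM little or no excess was left, with 29 cells against 27.6 for Trem2 and 33 against 33 for Lpl, which all cells then held. Cd9 and Mrc1 were detected together in 25 cells against 25.7. Their values ran in opposite directions at rho -0.42 and r -0.36, with part values of -0.43 and -0.42 and r -0.40 without those cells. Cd9 and Ccr2 were detected together in 9 cells against 9.84. Here 7 gene pairs were compared, and the pair of Il1b and Ccr2 was added after the results were seen. No cell held both Cd9 and Ly6c2, against 0.757 from the product, so the 1 cell with Ly6c2 gives no information on exclusion.

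Genes of the CD9 list rose and fell together from cell to cell, as did those of the CD206 and MHC class II lists. The mean pairwise rho was 0.37 for the 7 measured MHC class II genes, 0.23 for the 13 immediate early genes, 0.21 for the 13 CD206 genes and 0.20 for the 16 CD9 genes. Each of these 4 lists was above every 1 of 10000 matched random lists, whose medians were 0.03. Inflammatory cytokine genes reached 0.14 (99.8th percentile), respiratory chain genes 0.11 (99.7th), macrophage genes 0.10 (98.6th) and lysosomal genes 0.10 (99.9th). The lists of glycolysis (0.09, 97.0th percentile), vessel and tissue organisation (0.05, 67.6th), lipid handling (0.03, 53.3rd) and alternative activation (-0.03, 18.5th) did not stand apart. Glycolysis genes did stand apart in 3 of 17 alternatives. These were Pearson r with pseudocount 0.1 (98.28th), matching on cells detected (97.7th) and values centred within the parts (97.52nd). In all, 8 of the 12 lists scored stood apart, and the Ly6C, interferon response and cell cycle lists had too few measured genes. The macrophage list fell to 0.02 (46.9th percentile) without cells 7 and 27, so its value rests on those cells. Inflammatory genes did not stand apart in the second library part (0.11, 88.7th percentile) or the even-numbered cells, and respiratory chain genes did not in the first part (0.08, 88.6th) or in either the even- or odd-numbered cells. Lysosomal genes did not stand apart in the odd-numbered cells (0.09, 91.15th) and fell to 0.04 (96.6th) with the number of genes detected removed and cells 7 and 27 left out.

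**Figure D2:**
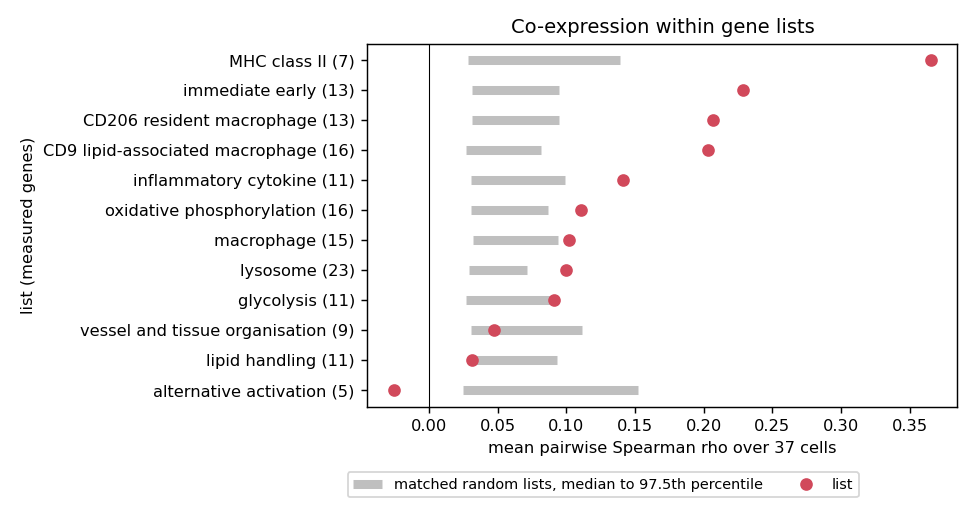
Mean pairwise Spearman rho over the 37 cells for each scored list, on the horizontal axis, with the number of measured genes beside each name. Points are the lists and grey bars run from the median of matched random lists to the limit above which a list stands apart. The 8 upper lists lie beyond their bars.

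Cells with a high CD9 list score tended to have low scores for inflammatory and immediate early genes. Matched random pairs of lists were themselves positively correlated, at medians of 0.16 to 0.34. The CD9 score and the inflammatory cytokine score had rho -0.35 and r -0.43 (0.03rd percentile of random pairs). Within the parts rho was -0.48 and 0.03, so the relation held in the first part only. With the immediate early genes rho was -0.35 and r -0.39 (0.03rd percentile), with -0.35 and -0.31 within the parts and -0.20, just inside the range of random pairs, in the even-numbered cells. With MHC class II rho was -0.31 and r -0.30 (0.13th percentile), with -0.43 and 0.07 within the parts, so it also did not hold in the second part. The MHC class II value lay inside the range of shuffled cells, from -0.33 to 0.33, so an opposition was not shown. The inflammatory and immediate early values, -0.354 and -0.353, lay only just outside their ranges, which began at -0.326 and -0.321. No allowance was made for the 19 relations computed, so these oppositions are weakly supported. Since random pairs were positive, a low percentile among them does not by itself show an opposition. In the odd-numbered cells rho was -0.05 for MHC class II and -0.06 for the inflammatory genes, and for MHC class II it was -0.12 with the number of genes detected removed, all inside the middle 95% of random pairs. Without cells 14 and 20, which lay farthest from the median CD9 score, r was -0.45, -0.38 and -0.40 for these 3 lists.

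The CD9 and CD206 scores had rho -0.16 and r -0.27 (0.74th percentile), with rho -0.05 and -0.13 within the parts. This lay inside the range of shuffled cells, from -0.33 to 0.32, rho was 0.14 in the even-numbered cells, and at -0.19 with the number of genes detected removed it lay inside the range of random pairs. Without cells 14 and 20 r was -0.23. The relation therefore stood below that of random pairs but was not shown to be an opposition. Lysosomal genes went with the CD9 list, at rho 0.58 and r 0.59, with 0.65 and 0.51 within the parts and r 0.59 without cells 14 and 20. This was above shuffled cells but inside the range of random pairs (94.9th percentile), and above it at rho 0.65 without cells 7 and 27 (99.4th). The CD9 and lysosome lists are related in content, with Atp6v0d2 in the first and Atp6v0d1 in the second. Part of their relation may therefore be built into the lists, which was not tested. The CD206 score ran against respiratory chain genes at rho -0.25 and r -0.17 (0.08th percentile; parts -0.14 and -0.33) and against glycolysis genes at rho -0.32 and r -0.30 (0.07th; parts -0.20 and -0.37). Both lay inside the range of shuffled cells, and in the even-numbered cells both, at -0.12 and -0.14, lay inside that of random pairs too. So did the respiratory chain value without the shallow cells, at -0.05. Of 17 alternatives each, 4 ended the respiratory chain call, where rho ranged from -0.43 to -0.03, and 2 ended the glycolysis call. Without cells 29 and 8 r was -0.39 and -0.32. In all, 19 relations were computed and 6 lay outside the middle 95% of random pairs.

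**Figure D3:**
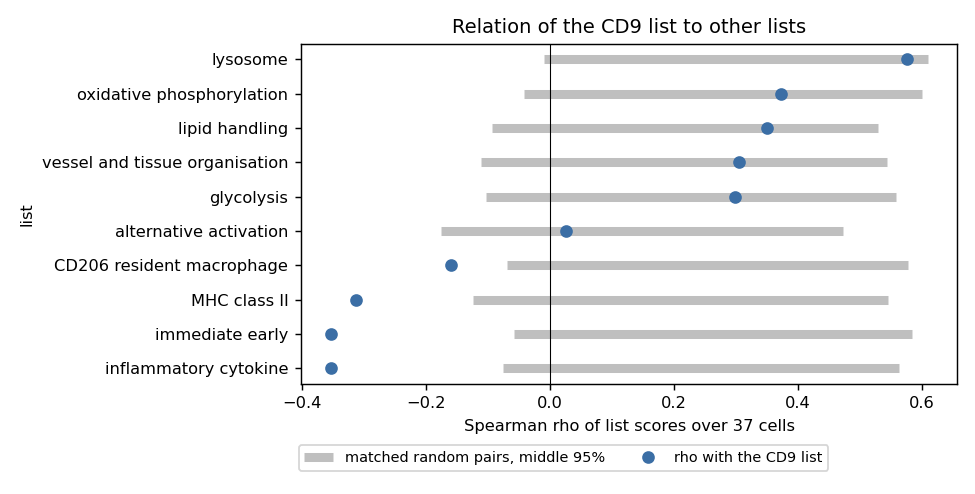
Spearman rho between the CD9 list score and 10 other list scores over the 37 cells, on the horizontal axis. Points are the observed values and grey bars the middle 95% of matched random pairs. The inflammatory cytokine, immediate early, MHC class II and CD206 points lie to the left of their bars.

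The genes that followed Cd9 most closely were Bzw1, a regulator of translation initiation (rho 0.66), Cstb, an inhibitor of lysosomal cysteine proteases (0.64), and Plp2, a membrane protein (0.60). They were followed by Sf3b3 of the spliceosome (0.58), 1110008P14Rik (0.57), the mitochondrial ribosomal gene Mrpl33 (0.57), Zmiz2 (0.56), Hbp1 (0.55), Emp1 (0.55) and Basp1 (0.54). The lowest values belonged to Tmem176b, an ion channel gene of myeloid cells (-0.60), Slfn2 (-0.57), Il1b (-0.53), Fam49b (-0.52) and the coagulation factor gene F13a1 (-0.49). The largest absolute rho in a shuffle of Cd9 had a median of 0.59 and a highest of 0.70, so no single gene stood beyond the shuffles. For Cstb rho was 0.69 and 0.62 within the parts, and for Tmem176b it was -0.52 and -0.71. All 15 other measured genes of the CD9 list had a positive rho with Cd9, with a median of 0.30, while 0 of 7 MHC class II genes and 1 of 13 CD206 genes did. A positive sign was not particular to the CD9 list, since 16 of 16 respiratory chain, 10 of 11 glycolysis and 21 of 23 lysosomal genes had it too. Nor were few positive genes particular to the MHC class II and CD206 lists. A positive rho was found for 3 of 15 macrophage, 2 of 11 inflammatory and 4 of 13 immediate early genes. With the number of genes detected removed, the median rho was 0.22 for the CD9 list, 0.10 for respiratory chain, 0.15 for glycolysis and 0.03 for lysosomal genes. That removal moved the median from -0.31 to -0.17 for MHC class II and from -0.19 to -0.24 for CD206 genes. Of all 4693 genes, 3308 had a positive rho, with a median of 0.10.

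Altogether 32 genes reached an absolute rho of 0.5 with Cd9, 28 positive and 4 negative, against a median of 7 and a highest of 26 over 100 shuffles. Cd9 itself rose with the number of genes detected, at rho 0.51. With that number removed, 13 genes reached the limit, 7 positive and 6 negative, not all of them among the 32, inside the shuffled range with its highest of 25. The count was also inside that range with each cell scaled to a common sum (29 against a highest of 33) and with values centred within the parts (33 against 53).

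In the main setting, clustering separated the cells with fibroblast genes from the rest. The first cluster held 35 macrophage-like cells, with 14 macrophage genes higher by over 1 on the log2 scale than in the second, and was led by the chemokine gene Ccl6 (difference 7.16 on the log2 scale), the protease gene Ctss (6.99), Apoe, the chemokine gene Ccl9, Tyrobp, Lyz2, the lipid transfer gene Pltp, Srgn, C1qb and Cd74. The second, fibroblast-like cluster was cells 7 and 27 and was led by Dcn (11.71), the matrix protein gene Sparc (10.48), Fstl1, Gsn, Ccl2, Serpinf1, Ptrf, Crip2, Scnm1 and Pdpn, with 8 of 8 fibroblast genes higher. These cells had a median of 3129 genes detected, against 1779 in the first cluster. The silhouette was 0.481, against a median of 0.190 and a highest of 0.270 when each gene was shuffled over cells. The first component carried 8.29% of the variance and followed the number of genes detected at rho 0.80. The separation was lost with average linkage, with the trend on genes detected removed and with pseudocount 10, where both cells fell into the largest cluster (36, 35 and 34 cells). With 500 variable genes, 10 components and pseudocount 0.1 they shared a cluster of 8, 4 and 3 cells. Whether groups among the 35 macrophage-like cells recur between settings was not tested. Without cells 7 and 27 the silhouette was 0.280 with clusters of 17, 15, 1, 1 and 1 cells, and over the other settings the number of clusters ranged from 2 to 6.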

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

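Tests chosen only after the results were seen were those on library parts, shallow cells or the 3% level, the even and odd split except for relations, other pseudocounts for Cd9, removal of cells 7 and 27 for Cd9 and clusters, its combination with removal of the number of genes detected, and Pearson scores and other matching for relations. Of 647 alternatives, 551 left the result on its side of the threshold or within its spread, 29 ended a call, 13 made one, 51 moved a value or count and 3 turned the direction of a called relation. The 551 include lists and relations that were not called in either setting, and a setting fixed at 2 clusters that repeats the main one. That number is therefore not a measure of how firm the calls are. The CD9, CD206, MHC class II and immediate early lists stood apart in every setting run, with lowest percentiles of 99.99, 99.69, 100 and 99.87. Of the 200 alternatives for single lists, 15 ended a call and 3 made one, and of the 315 for relations 14 ended and 10 made one. The 3 that turned a direction were relations too and are not among those 14. The removal of cells with few genes left out 0 cells, so it gave no information, and the CD9 with Ly6C relation gave no value. Where no reason is given, the cause was not tested.

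The detection threshold moved the median number of genes per cell to 2752 at 0.1 FPKM. The share of cells with Cd9 was 89.2% at 0.1 FPKM, 51.4% at 5 FPKM and 51.4% with the level of 3% of the mean. Cells with 3 genes of another list numbered 7 at 0.1 FPKM. In the even-numbered cells 5 lists stood apart and 2 relations lay outside the range of random pairs, and 3 relations did in the first library part and 3 in the second. The CD9 and CD206 relation was -0.19 with the number of genes detected removed, 0.14 in even-numbered cells, where its direction turned, -0.054 in the first part and -0.13 in the second. The direction also turned in the second part for CD9 with MHC class II, at 0.069, and with inflammatory cytokines, at 0.034.

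Genes varying with Cd9 numbered 54 by Pearson r with pseudocount 10, 13 with the number of genes detected removed and 12 with cells 7 and 27 also left out. The count was 146 in even-numbered and 192 in odd-numbered cells, 158 in the first part and 175 in the second, 68 without shallow cells and 62 without shallow cells and cells 7 and 27. Fewer cells let more genes pass the same rho by construction, and the counts of 175 and 62 lay inside the shuffled range, with highest counts of 176 and 73. Clusters numbered 5 with 500 variable genes, 6 with 2000, 6 with k-means, 4 with 3 components, 5 with 10 components, 6 with each cell scaled to a common sum, 4 with pseudocount 10, 5 without cells 7 and 27 and 4 when shallow cells were also left out. Average linkage gave 2 clusters and removal of the trend on genes detected 2, but with other members, and the limit on the match of members was set after its values were seen. Settings fixed at 3 and 4 clusters gave 3 and 4.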

Other observations

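The counts for Ccr2 and Retnla, the Il1b and Ccr2 comparison and the tests weighed here were chosen only after the results were seen. The exceptions were, for the CD9 list, the removal of the number of genes detected and of cells 7 and 27.

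Ccr2, the monocyte chemokine receptor gene, was followed by genes of mixed function. The genes highest in rho with Ccr2 were Sirpb1b, a signal regulatory protein gene (0.56), Ear2 and Ear12, ribonuclease genes first known from eosinophils (0.56 and 0.55), and Sp110, a nuclear body gene (0.54). Next came Actr1a of the dynactin complex (0.54), the mitochondrial kinase gene Dguok (0.53), LOC100038947 (0.53) and Alcam, an adhesion molecule (0.53, with 0.34 and 0.73 within the library parts). The lowest were Cntd1 (-0.60), Stab1, a scavenger receptor gene of the CD206 list (-0.58, with -0.36 and -0.65 within the parts), and Cul5 of a ubiquitin ligase (-0.58). The largest absolute rho in a shuffle of Ccr2 had a median of 0.59 and a highest of 0.76, so no single gene stood beyond the shuffles. In all, 28 genes reached an absolute rho of 0.5 with Ccr2, against a median of 9 and a highest of 23 over 100 shuffles. That excess was lost in many settings: with Pearson r at every pseudocount (12 against a highest of 50 at pseudocount 1), with values centred within the parts (25 against 32), in even-numbered, odd-numbered and second-part cells, and without the shallow cells, with or without cells 7 and 27. Retnla gave 34 genes against a highest of 38 in the main setting, and the result changed with the setting. Its count passed every shuffle with the number of genes detected removed (42 against 22) and with each cell scaled to a common sum (56 against 37). It also did so with no filter on low values (50 against 46) and without the shallow cells (87 against 56). It stayed inside the shuffled range with Pearson r, without cells 7 and 27 (36 against 41) and with values centred within the parts (32 against 64). The same held with genes detected in at least 10 cells, in even-numbered and odd-numbered cells and in each part. With cells 7 and 27 left out, the Retnla count did pass every shuffle in 2 combined settings. These also left out the shallow cells (73 against 52) or removed the number of genes detected (47 against 42).

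Macrophage transcripts stood at low values in cells 7 and 27 beside their fibroblast genes. The RNA of a whole macrophage in the same well is argued against, since the 15 macrophage genes had a median of 0.745% of the other cells' mean in cell 7 and 0.710% in cell 27, with Cd68 in cell 7 the highest at 12.4%. Transfer from cells of the same library part is a candidate, but its test was indirect. It followed genes of cells 7 and 27 in the other cells, not macrophage RNA entering cells 7 and 27. Genes at 100 FPKM or more only in cell 7 (25 genes) were above 0 more often in its own part than in the other. The difference was 4.39% of cell and gene pairs, against 95% of random partitions between -4.36 and 3.93. For those of cell 27 (56 genes) it was 8.96%, against -5.23 to 5.26. The own part of cells 7 and 27 was taken from their numbers, since the search for parts left them out. The parts are putative, since the highest of 1000 shuffles of cell order gave a division as strong (0.0375 against 0.0363), though the same position was found without these 81 genes, and the test does not separate transfer in library preparation or sequencing from free RNA loaded with the cells. No biological explanation was tested, since all cells form 1 group.

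The genes of the CD9 list, among them Cd9, Trem2, Lpl, Plin2 and Fabp4, varied together at a mean rho of 0.20. This mean describes the list and not each member. With Cd9 itself, rho was 0.53 for Lpl, 0.39 for Trem2 and 0.30 for Fabp4, but only 0.09 for Plin2. Differences in the number of genes detected are argued against as the whole cause, since the mean rho was 0.17 with that number removed. The putative library parts and the 2 cells with fibroblast genes are argued against in the same way, with 0.22 when values were centred within parts and 0.22 without cells 7 and 27, each above all 10000 random lists. A shared lipid-associated programme that differs in strength between macrophages may be proposed as a hypothesis, but it was found and tested on the same cells, and no biological explanation was tested because the design gives 1 group. The separate lipid handling list did not stand apart (mean rho 0.03, 53.3rd percentile). Its score had rho 0.35 with the CD9 score, and the lysosome score had rho 0.58. Both lay inside the range of random pairs (75th and 94.9th percentiles). The values therefore do not single out a lipid programme. Cells of different animals, which the labels do not identify, stay open as a source.

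Cells with higher Il1b values also held Ccr2. All 5 cells at 5 FPKM or more of Il1b (cells 9, 12, 18, 32 and 36) had Ccr2 at 5 FPKM or more, against 1.62 from the product of the shares, at 1 FPKM 6 of 8 did, against 2.81, and at 0.1 FPKM the excess was weaker, 13 of 18 against 10.7. The values had rho 0.49 and r 0.62, with rho 0.48 and 0.48 within the parts, and without the 2 cells farthest from the median of Il1b rho fell to 0.41 over all cells and to 0.28 and 0.36 within the parts. A larger number of genes in these cells is argued against by their median of 1436 genes, under the 1824 of all cells, and an origin in 1 putative library part by the 3 and 2 cells in the first and second parts. Recently recruited, monocyte-derived cells might be behind the pattern, but no biological explanation was tested, and the pattern was picked out after the values were seen. Ly6c2 was listed at 0 in all 5 cells, but it was scarce in every cell. Whether the 5 cells are macrophages was not tested either. In the order above, their macrophage list scores were -0.29, 0.21, -0.97, -0.35 and -0.32. Emr1 was at 0.392, 248, 0.126, 74.0 and 22.2 FPKM. The numbers of dendritic cell genes detected were 1, 0, 2, 0 and 1, under the limit of 3.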
